# Stability and Function of Hippocampal Mossy Fiber Synapses Depend on *Bcl11b/Ctip2*

**DOI:** 10.3389/fnmol.2018.00103

**Published:** 2018-04-05

**Authors:** Elodie De Bruyckere, Ruth Simon, Sigrun Nestel, Bernd Heimrich, Dennis Kätzel, Alexei V. Egorov, Pentao Liu, Nancy A. Jenkins, Neal G. Copeland, Herbert Schwegler, Andreas Draguhn, Stefan Britsch

**Keywords:** *Bcl11b*, transcription factor, hippocampus, mossy fiber boutons, synapses

## Abstract

Structural and functional plasticity of synapses are critical neuronal mechanisms underlying learning and memory. While activity-dependent regulation of synaptic strength has been extensively studied, much less is known about the transcriptional control of synapse maintenance and plasticity. Hippocampal mossy fiber (MF) synapses connect dentate granule cells to CA3 pyramidal neurons and are important for spatial memory formation and consolidation. The transcription factor *Bcl11b/Ctip2* is expressed in dentate granule cells and required for postnatal hippocampal development. Ablation of *Bcl11b/Ctip2* in the adult hippocampus results in impaired adult neurogenesis and spatial memory. The molecular mechanisms underlying the behavioral impairment remained unclear. Here we show that selective deletion of *Bcl11b/Ctip2* in the adult mouse hippocampus leads to a rapid loss of excitatory synapses in CA3 as well as reduced ultrastructural complexity of remaining mossy fiber boutons (MFBs). Moreover, a dramatic decline of long-term potentiation (LTP) of the dentate gyrus-CA3 (DG-CA3) projection is caused by adult loss of *Bcl11b/Ctip2*. Differential transcriptomics revealed the deregulation of genes associated with synaptic transmission in mutants. Together, our data suggest *Bcl11b/Ctip2* to regulate maintenance and function of MF synapses in the adult hippocampus.

## Introduction

The hippocampus plays important roles in consolidation of short- and long-term memory as well as spatial navigation. The hippocampus receives major inputs from the entorhinal cortex to a great extent via the dentate gyrus (DG). Information from sensory and associative cortical regions projects to the hippocampus and is processed in a tri-synaptic loop from the entorhinal cortex via the DG to CA3, CA1 and finally back to the entorhinal cortex. In particular, the DG-CA3 connection (mossy fibers, MFs) has an important function in learning and memory. MFs form one of the most powerful excitatory, glutamatergic “detonator” synapses with CA3 pyramidal cells (Urban et al., 2001; Henze et al., 2002; Mori et al., 2007). Presynaptic mossy fiber boutons (MFBs) exist in three distinct forms: the main large boutons connecting to dendritic spines of the CA3 pyramidal cells in the stratum lucidum and mossy cells of the hilus, smaller *en passant* boutons and filopodial extensions synapsing mainly with GABAergic neurons (Acsády et al., 1998). Together, these synaptic connections provide a powerful excitatory as well as inhibitory feedback circuit. MFBs exhibit variable shapes, sizes, number of mitochondria, synaptic vesicles, active zones and puncta adherentia depending on their developmental stage and functional state (Rollenhagen and Lübke, 2010). They also express specific forms of presynaptic short- and long-term plasticity, involving unique molecular mechanisms (Nicoll and Schmitz, 2005; Südhof, 2017). Transcription factors like members of the CREB family and NF-kB are required for memory formation and synaptic plasticity. The expression of these transcription factors is activated by environmental cues enabling the conversion of short- to long-term memory (Alberini, 2009; Kaltschmidt and Kaltschmidt, 2015; Engelmann and Haenold, 2016).

The zinc finger transcription factor *Bcl11b/Ctip2* is expressed in several brain regions including the hippocampus, neocortex (Arlotta et al., 2005; Chen et al., 2008) and striatum (Arlotta et al., 2008; Desplats et al., 2008). In the hippocampus *Bcl11b/Ctip2* is expressed by granule cells of the DG as well as pyramidal neurons in CA1 and CA2 but not in CA3 regions of the cornu ammonis. Previously, we demonstrated that *Bcl11b/Ctip2* is essential for DG development (Simon et al., 2012). Ablation of *Bcl11b/Ctip2* in the adult hippocampus results in impaired adult neurogenesis and spatial memory (Simon et al., 2016). The underlying molecular mechanisms, however, remained unclear. In the present study we show that selective deletion of *Bcl11b/Ctip2* in the adult mouse hippocampus induces the rapid loss of excitatory synapses in CA3 as well as changes in the ultrastructure of MFBs. Accordingly, weakened MF–CA3 connectivity and a dramatic decline of long-term potentiation (LTP) of the DG-CA3 projection are observed upon adult deletion of *Bcl11b/Ctip2*. Finally, systematic gene expression analyses revealed the enrichment of deregulated genes associated with synaptic transmission in mutants. Together, our data suggest Bcl11b/Ctip2 to be important for the structural maintenance and function of MF synapses in the adult hippocampus.

## Materials and Methods

### Animals

To generate adult induced forebrain-specific *Bcl11b/Ctip2* mutations *Bcl11b*^flox/flox^ mice (Li et al., 2010) were cross-bred with inducible mouse lines, either tetO-Cre and *CaMKIIα*-tTA (Mayford et al., 1996; used only for transcriptome analysis and data presented in Figure 2A, 2 and 4 weeks after induction) or *CaMKIIα-*CreER^T2^ (Erdmann et al., 2007). We confirmed that the two systems were equivalent for the parameters analyzed. Mice of the tet-off system were administered doxycycline (50mg/l; Sigma-Aldrich, cat. #: D9891) in drinking water throughout embryogenesis up to 2 months of age. *Bcl11b*^flox/flox^; *CaMKIIα*-CreER^T2^ (mutant), *Bcl11b*^+/+^; *CaMKIIα*-CreER^T2^ and *Bcl11b*^flox/+^; *CaMKIIα*-CreER^T2^ (controls) animals were injected intraperitoneally 2 mg tamoxifen (stock 10 mg/ml in 1:9 ethanol/peanut oil) at the age of 2 months for five consecutive days. Experiments were performed at 2 and 4 weeks and 2 months after induction of the mutation. Genotyping of the mice was performed by polymerase chain reaction (PCR). All animal experiments were performed according to the German law and were approved by the government offices in Tübingen, Germany.

**Figure 1:**
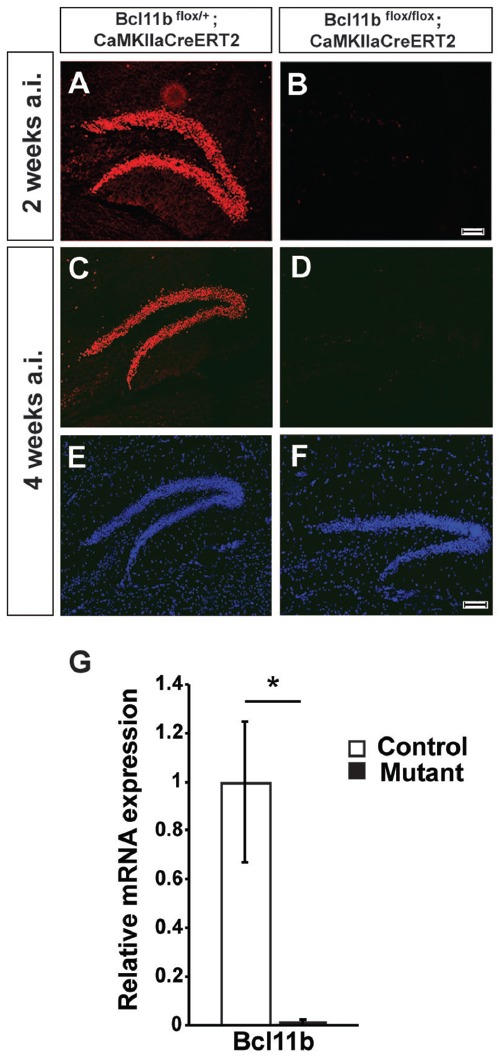
Verification of the tamoxifen-inducible CreER^T2^ system. **(A–F)** Fluorescence staining using a Bcl11b-specific antibody (red) and Dapi (blue) on hippocampal sections of controls **(A,C,E)** and tamoxifen-induced Bcl11b mutants **(B,D,F)** at 2 **(A,B)** and 4 **(C–F)** weeks after induction. **(G)** Quantitative analysis of Bcl11b mRNA expression in the dentate gyrus of controls and tamoxifen-induced Bcl11b mutants at 4 weeks after induction (*n* = 3). Scale bar, 100 μm; error bars, SD; *t*-test, *p < 0.05.

**Figure 2:**
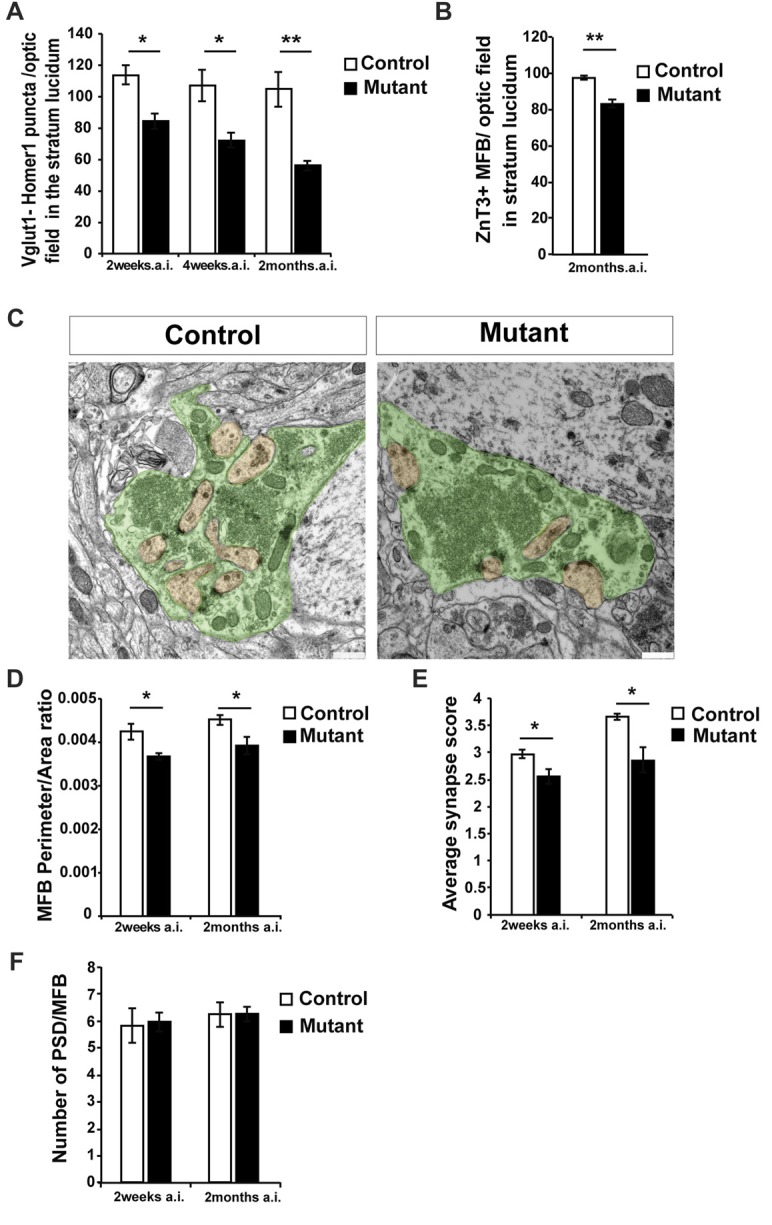
Loss of *Bcl11b/Ctip2* expression impairs mossy fiber (MF) terminals. **(A)** Quantification of overlapping puncta for vesicular glutamate transporter 1 (Vglut1; presynaptic marker of glutamatergic synapses) and Homer1 (postsynaptic marker of glutamatergic synapses) per optic field in the stratum lucidum (*n* = 3; 10 sections per animal). **(B)** Count of Zinc Transporter-3 (ZnT3)-labeled MF terminals per optic field in the stratum lucidum (*n* = 3; 10 sections per animal). **(C)** Representative pictures of control and mutant MFBs; scale bar, 500 nm. **(D)** Perimeter/area ratio of control and mutant MFBs (*n* = 6). **(E)** Average synapse score for mutants and controls (*n* = 4). **(F)** Number of postsynaptic densities per MFB (*n* = 6). Error bars, SEM; Mann-Whitney *U* test, *p < 0.05, **p < 0.01; MFB, mossy fiber bouton; PSD, postsynaptic density; a.i., after induction (of Bcl11b/Ctip2 mutation).

### Immunohistochemistry, Imaging and Analysis

Mouse brains were dissected in ice-cold PBS, cryoprotected in 20% sucrose and embedded in optimal cutting temperature (OCT) compound. Fourteen micrometer coronal cryosections were fixed with 4% paraformaldehyde, permeabilized with 0.2% Triton-X and blocked with 10% calf serum. Mouse anti-Vglut1 (1:100; Synaptic Systems Cat. Nr. 135311), Rabbit anti-Homer1 (1:200; Synaptic Systems Cat. Nr. 160003) and Rabbit anti-ZnT3 (1:200, synaptic systems Cat. Nr. 197003) were incubated for 2 h at 37°C followed by 90 min incubation at 37°C with Cy™3 conjugated AffiniPure donkey anti-mouse IgG (Dianova, Cat. Nr. 715-165-151) and Alexa Fluor^®^488 conjugated AffiniPure donkey anti-rabbit IgG (Dianova, Cat. Nr. 711-165-152; synapse counting) or Cy™3-conjugated AffiniPure donkey anti-rabbit IgG (Dianova, Cat. Nr. 711-165-52; bouton counting).

For Bcl11b/Ctip2 immunostaining, mouse brains were fixed in 4% PFA for 2 h followed by cryoprotection. Fourteen micrometer coronal cryosections were permeabilized with 0.1% Triton-X, blocked with 10% horse serum and then incubated overnight with a guinea pig anti-Bcl11b antibody (1:3000; Simon et al., 2012). Cy™3-conjugated AffiniPure donkey anti-guinea pig IgG (Dianova, Cat. Nr. 706-165-148) was incubated for 2 h at room temperature.

Images were acquired with Leica SP5 laser scanning confocal microscope. Analyses of synapses were performed using ImageJ software.

### Electron Microscopy

Mice were perfused with 1.5% Glutaraldehyde and 4% Paraformaldehyde and postfixed for 4 h. Ultrathin sections (60 nm) were cut (UC 6 from Leica) and stained with lead citrate. Images were acquired using TEM LEO 906 (Zeiss) with the sharp-eye 2k CCD camera and processed with ImageSP (Tröndle, Germany).

Spatial distribution of synaptic vesicles was determined by quantifying the number of vesicles in the vicinity of the active zone according to the following criteria: 0–5 vesicles above active zone = 0; less than 20 vesicles = 1; small group of vesicles (≤200,000 nm^2^) with gap between density and closest vesicle (>100 nm) = 2; small group of vesicles (≤200,000 nm^2^) without gap (≤100 nm) = 3; big group of vesicles (>200,000 nm^2^) with gap (>100 nm) = 4; big group of vesicles (>200,000 nm^2^) without gap (≤100 nm) = 5. Groups with a higher accumulation of vesicles at the active zone were defined by their area. Synapse scoring was based on the description of vesicle distribution and function in MFBs by Rollenhagen and colleagues with the highest score representing the most active synapses (Rollenhagen et al., 2007; Rollenhagen and Lübke, 2010).

### Electrophysiology

#### Input/Output and Short-Term Plasticity

Animals were deeply anesthetized with CO_2_ and decapitated 2 months after induction at the age of 4 months. Brains were transferred in ice-cold artificial cerebrospinal fluid (ACSF) containing 124 mM NaCl, 3 mM KCl, 1.8 mM MgSO_4_, 1.6 mM CaCl_2_, 10 mM glucose, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_ and saturated with carbogen (95% O_2_/5% CO_2_, pH 7.4 at 34°C). 450 μm horizontal hippocampal slices were cut in ice-cold ACSF using a vibratome (Leica VT1200S) and transferred into an interface type chamber, also known as “Haas”-type chamber (Haas et al., 1979), perfused with ACSF at a rate of 1.52 ml/min, and maintained at 34 ± 1°C. Slices were left to recover for a minimum of 2 h prior to the recordings. Extracellular field potentials (fp) were amplified 100× with an EXT 10-2F amplifier (npi electronics, Tamm, Germany). Signals were low-pass filtered at 2 kHz and high-pass filtered at 0.3 Hz, digitized at 20 kHz with an analog-to-digital converter (ADC; model MICRO 1401 mkII, Cambridge Electronic Design (CED), Cambridge, UK) and saved on a computer using Spike2 software (CED, Cambridge, UK) for offline analysis. Recordings were carried out by placing a glass micropipette (tip diameter 3–5 μm) filled with ACSF in the stratum lucidum of the CA3. To stimulate MF-field excitatory post-synaptic potentials (fEPSP), a bipolar electrode was placed within the inner border of the granule cell layer. Pulses of 0.1 ms were delivered with an Iso-Flex stimulus isolator (AMPI, Jerusalem, Israel) at intervals of 20 s. Input/output analysis was performed by measuring the fEPSP amplitude in response to a range of stimulations in Volt. To assess short-term plasticity, the stimulation was set for fEPSP = 60% of max-fEPSP for each slice, and paired-pulse stimulations were applied with a range of time intervals. Facilitation (or depression) for each time interval was calculated as percentage of the second fEPSP amplitude divided by the amplitude of the first fEPSP.

#### Long-Term Plasticity

Animals at 2 months after induction (4 months old) were deeply anesthetized with isofluorane and decapitated. 350 μm horizontal brain slices of the left hemisphere were prepared in ice-cold modified ACSF solution (pH 7.4) containing 135 mM N-methyl-D-glucamine (NMDG), 10 mM D-glucose, 1.5 mM MgCl_2_, 0.5 mM CaCl_2_, 1 mM KCl, 1.2 mM KH_2_PO_4_, 20 mM choline bicarbonate and saturated with carbogen gas (95% O_2_/5% CO_2_). The cutting angle was chosen to improve the preservation of MFs, as previously described (Bischofberger et al., 2006). Slices were incubated for 30–45 min at 36°C and subsequently at room temperature in ACSF containing: 125 mM NaCl, 2.5 mM KCl, 25 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 25 mM glucose, 2 mM MgCl_2_, 2 mM CaCl_2_ and saturated with carbogen. Not less than 1 h after the preparation of the slices, single slices were transferred into the recording chamber, where they were perfused continuously with ACSF. Recordings were performed at room temperature. The stimulation current for all subsequent experiments in a given slice was set to obtain a baseline fEPSP with an amplitude of 0.2 mV (Ben-Simon et al., 2015), and only slices exhibiting paired-pulse facilitation of the fEPSP (25 Hz) were used for further recordings. Short-term plasticity during five consecutive stimulations at 25 Hz (burst) was also recorded from these slices. LTP was induced by three trains of 100 stimulation pulses at 100 Hz (high frequency stimulation, HFS), repeated every 8 s. Changes in the fEPSP amplitude were calculated in percentage of the average baseline fEPSP ((average amplitude of the fEPSP before HFS − average amplitude of the fEPSP in a given interval after HFS)/(average amplitude of the fEPSP before HFS)). Bath application of 1 μM of the mGlu2/3 agonist DCG-IV (Tocris, Bioscience) was performed after LTP experiments, and only the recordings with putative MF-EPSP reduced by at least 60% were used for LTP analysis (Yoshino et al., 1996).

### Microarray, qRT-PCR and Chromatin Immunoprecipitation (ChIP) Analysis

The granule cell layer of the DG was isolated by laser capture microdissection (Zeiss Axio Observer 2.1 with RoboMover and PALM microbeam; PALM software 4.6) 4 weeks after induction of the mutation. RNA isolation, microarray analysis and quantitative real-time PCR were described in Simon et al. (2012). Briefly, RNA of control and mutant DG (*n* = 3) was isolated and integrity and purity was determined by an Agilent Bioanalyzer and a Nano-Drop spectrophotometer. Transcriptome analysis was performed using BRBArrayToolsdeveloped by Dr. Richard Simon and BRB-ArrayTools Development Team^1^. The data obtained in our microarray experiment were deposited at the GEO website under accession number GEO: GSE111494. Microarray data were further analyzed by an overrepresentation test performed with PANTHER version 10.0 (Mi et al., 2013, 2016). For RT-PCR the following primers were used: *Bcl11b*: 5′-TGGATGCCAGTGTGAGTTGT-3′ and 5′-AATTCATGAGTGGGGACTGC-3′, *C1ql2*: 5′- TTGGCAATCACTACGACCCC -3′ and 5′-CCCGAGAACGTGCTGTACTT-3′, *Kif17*: 5′-GGCTGAGAAGCAGTTGATCC-3 and 5′-GGCCTCTGTCTCCTTCTCCT-3, *Pdyn*: 5′-ACTGTCCCGCCTCAAAACTA-3′ and 5′-TGGAGATGGGGAGGTGAAAC-3′, *Penk*: 5′-CCCAGGCGACATCAATTTCC-3′ and 5′-GGCTCTCATCCTGTTTGCTG-3′, *Ptgs2*: 5′-AAGCGAGGACCTGGGTTCAC-3′ and 5′-ACACCTCTCCACCAATGACCTG-3′, *Sema5B*: 5′-CTGGTCACTGTGGTCTGAGT-3′ and 5′-CACACTGGAAGCAGGTAGGA-3′, *Tanc1*: 5′-ACTCCCAACGTGAAGGTGAG-3 and 5′-CCCCTTCTTGATGAGCAGAC-3 as well as *Gapdh* as internal control: 5′-CCAGAGCTGAACGGGAAG-3′ and 5′-TGCTGTTGAAGTCGCAGG-3′. The relative mRNA expression of *Gapdh* was quantified and used for normalization. Chromatin immunoprecipitation (ChIP) assays are described elsewhere (Simon et al., 2012). Briefly, ChIP assays were performed on hippocampal tissue of two adult wild-type animals using a specific antibody recognizing Bcl11b (Abcam, Cat. # ab18465) as well as an anti-RNA polymerase II antibody (Abcam, Cat. #ab817) as positive control and IgG from mouse serum (Sigma, Cat. # 15381) as negative control. The precipitated DNA was analyzed by quantitative PCR assays using the following primers: C1ql2: 5′-GGTGGTCTGCGAGAGGAG-3′ and 5′-CTGTCATCAGCTCCCATCC-3′; Sema5b: 5′-ACTAGCAACCGGTCAGCTCT-3′ and 5′-TCTCTGCCATCCCCATCTC-3′; Gapdh: 5′-AAGGCTGGTGCTGTGGAGAAACTG-3′ and 5′-GTCCCCTTGCAACATACATAACTG-3′. ChIP and qRT-PCR data were analyzed with the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001).

### Statistical Analysis

Results are expressed as the mean ± SEM or ± SD (quantitative RT-PCR). Comparisons between groups were made by an unpaired two-tailed Student’s *t*-test or analyzed using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). Normality was tested prior to application of parametric tests. Synapse score data were analyzed by Mann-Whitney *U*-tests and data for the 25 Hz burst experiment were analyzed by analysis of variance (ANOVA).

## Results

### Induction of the *Bcl11b/Ctip2* Mutation in Adult Animals

To analyze *Bcl11b/Ctip2* regulation of hippocampal synapse plasticity we employed two inducible systems under control of the forebrain specific *CaMKIIa*-promoter, the doxycycline dependent tet-off and the tamoxifen-inducible CreER^T2^ systems (Mayford et al., 1996; Erdmann et al., 2007). Forebrain specific ablation of Bcl11b using the tet-off system was confirmed previously (Simon et al., 2016). To assess the efficiency of the CreER^T2^ system animals were injected with tamoxifen at the age of 2 months and analyzed 4 weeks after the induction of the *Bcl11b/Ctip2* mutation corresponding with the time point of the microarray analysis. *Bcl11b/Ctip2* expression was not detected in the *Bcl11b*^flox/flox^; *CaMKIIa*CreER^T2^ mutant either by immunohistochemistry (Figures 1C–F) or by qRT-PCR (control: 1 ± 0.248/0.331 SD; mutant: 0.015 ± 0.008/0.015 SD; *p* < 0.05; *n* = 3; Figure 1G) at 4 weeks after induction of the mutation. Experiments were also performed as early as 2 weeks after induction of the Bcl11b/Ctip2 mutation therefore we confirmed the depletion of Bcl11b/Ctip2 protein at this earlier time point (Figures 1A,B). Thus, both strategies are equally efficient to induce Bcl11b/Ctip2 ablation specifically in the adult hippocampus.

### *Bcl11b/Ctip2* Expression Is Required for Synapse Maintenance

In order to quantify glutamatergic synapses within CA3, sections were labeled for the presynaptic marker vesicular glutamate transporter 1 (Vglut1) and the postsynaptic protein Homer1 (Supplementary Figures S1A,B). Co-localization of these markers was considered to represent glutamatergic synapses (Grabrucker et al., 2014; Nikitczuk et al., 2014). Counting puncta co-expressing Vglut1 and Homer1 in stratum lucidum of CA3 revealed a strong decrease in the density of glutamatergic synapses in *Bcl11b/Ctip2* mutant mice by 25.9% as early as 2 weeks after induction (wai; control: 113.86 ± 6.15 SEM; mutant: 84.37 ± 4.94 SEM; *p* < 0.05; *n* = 3) progressing further to 32.7% (control: 107.21 ± 10.21 SEM; mutant: 72.11 ± 4.75 SEM; *p* < 0.05; *n* = 3) and 48.1% (control: 107.71 ± 11.16 SEM; mutant: 55.9% ± 2.93 SEM; *p* < 0.05; *n* = 3; 10 sections per animal) at 4 weeks and 2 months after induction (mai), respectively (Figure 2A). Further analysis at 2 months after induction revealed a reduced number of the MF terminals stained for the Zinc Transporter-3 (ZnT3; control: 97.68 ± 1.15 SEM; mutant: 83.28 ± 2.29 SEM; *p* = 0.005; *n* = 3; 10 sections per animal; Figure 2B; Supplementary Figures S1C,D), a molecule required for Zn^2+^ accumulation in presynaptic vesicles of glutamatergic neurons and enriched in MF terminals (Wenzel et al., 1997).

To determine ultrastructural changes, we examined control and adult-induced *Bcl11b/Ctip2* mutant MFBs by electron microscopy. In adult-induced *Bcl11b/Ctip2* mutants, MFBs exhibited a change in shape from a highly folded to a more even rounded structure with fewer invaginated spines (Figure 2C) resulting in a reduction of the perimeter/area ratio in the *Bcl11b/Ctip2* mutant (2 wai: control: 0.00424 ± 0.00018 SEM; mutant: 0.00367 ± 0.00008 SEM; *p* < 0.05; *n* = 6; 2 mai: control: 0.00451 ± 0.00012 SEM; mutant: 0.00392 ± 0.0002 SEM; *p* < 0.05; *n* = 6; Figure 2D). Surprisingly, no difference in the number of post-synaptic densities per MFB was observed (2 wai: control: 5.839 ± 0.651 SEM; mutant: 5.969 ± 0.362 SEM; *n* = 6; *p* = 0.86; 2 mai: control: 6.245 ± 0.465 SEM; mutant: 6.265 ± 0.282 SEM; *n* = 6; *p* = 0.97; Figure 2F).

Accumulation of synaptic vesicles in the vicinity of active zones represents one important structural key component for synapse activity. Depending on their location relative to the active zone the synaptic vesicles are divided into a readily releasable, a recycling and a reserve pool (Rollenhagen et al., 2007; Rollenhagen and Lübke, 2010). As a proxy for the readily releasable pool of vesicles, we determined the number and spatial distribution of vesicles in the vicinity of MF synapses at 2 weeks and 2 months after induction of the *Bcl11b/Ctip2* mutation. While the overall number of synaptic vesicles per MFB is not changed (data not shown) we found a redistribution of synaptic vesicles. Due to fewer synaptic vesicles in the vicinity of the active zone, adult-induced *Bcl11b/Ctip2* mutants exhibited a lower synapse score suggesting reduced synapse activity (2 wai: control: 2.975 ± 0.081 SEM; mutant: 2.553 ± 0.131 SEM; *p* < 0.05; *n* = 3; 2 mai: control: 3.653 ± 0.063 SEM; mutant: 2.86 ± 0.23 SEM; *p* < 0.05; *n* = 3; Figure 2E).

### Ablation of *Bcl11b/Ctip2* Prevents Long-Term Potentiation

To determine whether loss of Bcl11b/Ctip2 impairs MF synapse function, we performed field-recordings at 2 mai in the stratum lucidum while MFs were stimulated by a bipolar field electrode placed close to the granule cell layer. Initial measurements determined that the rate of MF neurotransmission was not affected (Supplementary Figure S2). Input-output analysis demonstrated a weakened DG-CA3 connectivity in *Bcl11b/Ctip2* mutants as characterized by lower fEPSP amplitudes in response to MF stimulation (Figures 3A,B). Short-term plasticity of MF synapses was not affected by the loss of *Bcl11b/Ctip2* expression, as the paired-pulse analysis did not reveal any difference between controls and mutants (Figures 3C,D). In addition, no defect of facilitation was observed when applying 5 consecutive stimulations at a frequency of 25 Hz (Figures 3E,F). However, *Bcl11b/Ctip2* mutant mice presented a dramatic loss of LTP compared to controls as measured by the relative increase of the fEPSP at two different time intervals after HFS (0–10 min: control: 131.9% ± 43.8% SEM; mutant: 100.3% ± 18.2% SEM; *p* = 0.5; 10–20 min: control: 79.4% ± 25.5% SEM; mutant: 28.2% ± 5.7% SEM; *p* = 0.11; 20–30 min: control: 65.2% ± 20.0% SEM; mutant: 9.6% ± 6.1% SEM; *p* < 0.05; 30–40 min: 64.2% ± 21.9% SEM; mutant: 5.2% ± 15.2% SEM; *p* < 0.05; control: *n* = 5; mutant: *n* = 7; Figures 4A–C). Furthermore, performing a pair-test comparison among the different time points after HFS revealed a significant effect of the genotype on LTP between time points 10–20 and 30–40 (*p* < 0.05; Figure 4C).

**Figure 3:**
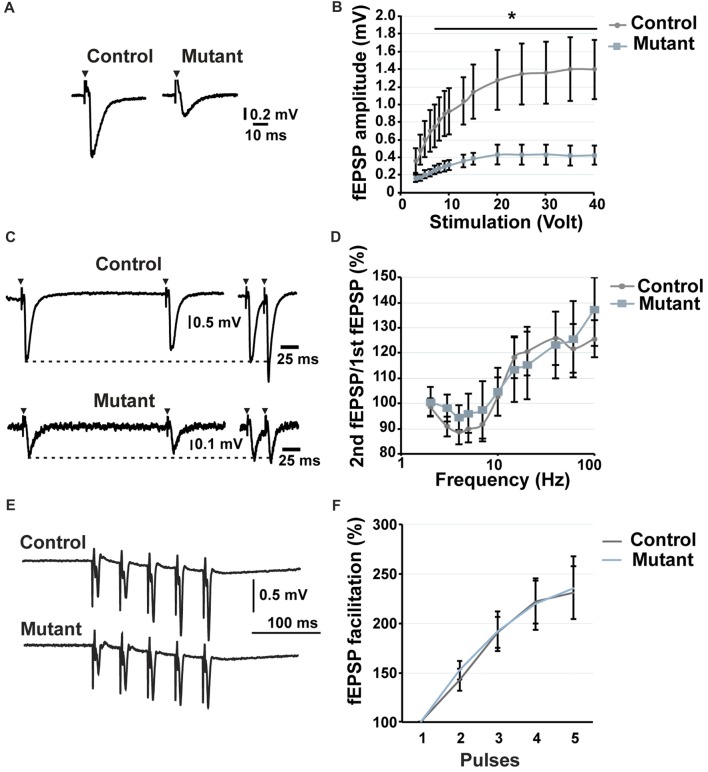
Analysis of short-term potentiation at 2 months after induction. **(A)** Representative traces of fEPSP recorded in the stratum lucidum in response to a stimulation of 20 volt. **(B)** Input/output curve showing the fEPSP amplitude depending on stimulation (*n* = 9). **(C)** Representative traces of fEPSP in the stratum lucidum induced by electrical stimulation of MFs at 5 Hz (left) and 40 Hz (right). **(D)** Paired-pulse analysis demonstrating the facilitation or the inhibition of the second fEPSP compared to the first one (*n* = 9). **(E)** Representative traces of fEPSP in response to five consecutive stimulations at 25 Hz. **(F)** Facilitation of the fEPSP in response to five consecutive stimulations at 25 Hz. *n* = 5, control; *n* = 7, mutant; error bars, SEM; *t*-test, *p < 0.05; fEPSP, field excitatory postsynaptic potential.

**Figure 4:**
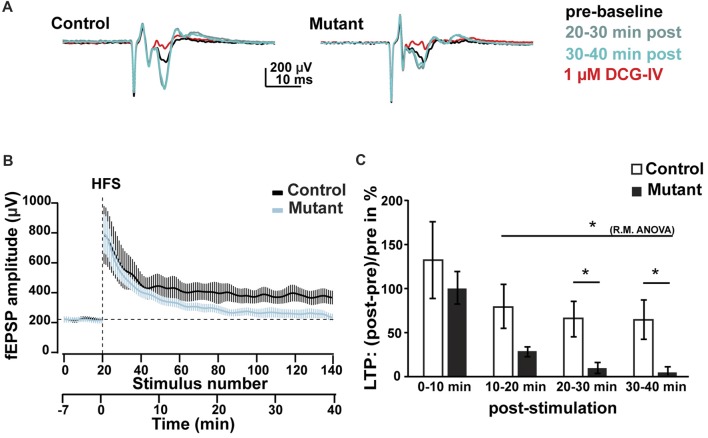
Analysis of LTP at 2 months after induction. **(A)** Representative average traces of baselines before LTP induction by HFS (pre-baseline, in black), 20–30 min after LTP induction (20–30 min post, in light blue), 30–40 min after LTP induction (30–40 min post, in green) and after DCG-IV application (1 μM DCG-IV, in red). **(B)** Time course of the fEPSP amplitude during LTP experiment. **(C)** Analysis of the facilitation of fEPSP at 0–10, 10–20, 20–30 and 30–40 min after HFS. *n* = 5, control; *n* = 7, mutant; error bars, SEM; *t*-test, *p < 0.05; fEPSP, field excitatory postsynaptic potential; HFS, high frequency stimulation; LTP, long-term potentiation; R.M.ANOVA, repeated measure ANOVA.

### Transcriptome Analysis Reveals an Overrepresentation of Synapse Transmission Genes

To explore the mechanism(s) of *Bcl11b/Ctip2* regulation of MF synapse maintenance and function, we carried out a transcriptome analysis on dentate granule cells 4 weeks after the induction of the *Bcl11b/Ctip2* mutation identifying 264 deregulated genes. These genes were subsequently compared to a Mus musculus reference genome (GRCm38) using an overrepresentation test by PANTHER version 10.0 (Mi et al., 2013, 2016). 

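The transcriptome was measured in the granule cell layer of the DG, which was cut out by laser capture microdissection 4 weeks after the induction of the mutation at 2 months of age. The mice were of the tet-off line, in which the CaMKIIα promoter drives a transactivator that switches on Cre in forebrain neurons once doxycycline is withdrawn. RNA of 3 control and 3 mutant samples was hybridized to 1 Affymetrix whole-transcript mouse gene array each. The deposited values are log2 expression values of 35556 probe sets, which the authors made with RMA in Affymetrix Expression Console. RMA corrects the background, gives all arrays the same distribution and combines the probes of a probe set, so that a change common to all genes is removed. The array medians lay between 6.29 and 6.36 on the log2 scale. No source used here states that each array holds 1 animal, so the p-values measure the spread between these samples. Each sample title carries a number of unstated meaning, by which control 1 stands next to the mutants and controls 2 and 3 after them. A partial effect of this order, or a batch that holds the mutants alone, was not excluded. The 3023 genes that changed with all arrays kept their direction against control 1 alone. That comparison reuses the same mutants and control 1, so it does not test order or batch. For 3019 of the 3023 genes the groups did not overlap, which fixes their direction against any 1 control array. Probe sets paired with exactly 1 gene were kept, with the probe set of the highest mean for each gene, which gave 19938 genes. Mutant and control arrays were compared with limma, with Benjamini-Hochberg adjustment over these genes and a threshold of 0.05. The paper names BRB-ArrayTools for the arrays and an unpaired two-tailed Student's t-test for group comparisons in general. Its text gives no threshold for a deregulated gene. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, and the number of arrays limits the precision of every value. The arrays were also compared for 30 lists of genes of neuronal functions and cell types, written before the data were examined from general knowledge and not taken from gene ontology. The first principal component, with 70.4% of the variance, separated mutant from control arrays. Control 1 lay at -15.8, controls 2 and 3 at -19.3 and -20.4, and the mutants between 18.4 and 18.6. This argues against the order of the title numbers as the whole cause of this separation, since control 1 lay with the other controls. On the second, with 14.5%, control 1 lay at 16.3 and the other 5 arrays between -11.8 and 1.85.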

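The Bcl11b probe set (10402554) had a log2 level of 10.42 ± 0.13 (SD, n = 3) in controls and 8.84 ± 0.18 (SD, n = 3) in mutants, and was lower in every mutant array than in every control array. This is a log2 change of -1.58 (standard error 0.099, adjusted p = 2.56e-05 from limma). Where its probes lie relative to the deleted part of the gene is not given in the sources used here, so the remaining signal is no measure of functional Bcl11b transcript. Of 19938 genes, 3023 differed between mutant and control granule cells, 1840 of them higher and 1183 lower in the mutant. Among them, 155 were higher and 80 were lower by a fold of at least 2. Groups did not overlap for 31.6% of all genes, where chance gives 10%.
The largest increases included Ankrd34c with a log2 change of 3.56 (standard error 0.077, adjusted p = 2.09e-07 from limma), the acid-sensing ion channel family member Asic4 with 2.87 and the tetraspanins Tspan4 and Tspan17 with 2.86 and 2.85. Fxyd7, a regulator of the sodium pump, rose by 2.75 on the log2 scale and Plaat3 by 2.71. Sostdc1, a secreted antagonist of BMP and Wnt signaling, rose by 2.69, Tmem114 by 2.61, the secreted olfactomedin Olfm2 by 2.59 and Vwa5b1 by 2.57. The adhesion protein Gldn rose by 2.50 and Gamt, an enzyme of creatine synthesis, by 2.48. The 3 largest decreases were those of Penk, Ptgs2 and C1ql2. Ogn, which encodes a matrix proteoglycan, fell by 2.93 on the log2 scale (standard error 0.42, adjusted p = 0.00193 from limma), with a control SD of 1.06. The calcium sensor of vesicle release Doc2b had a log2 change of -2.32, the protease Htra4 of -2.28, the dopamine receptor Drd1 of -2.10, the activin receptor Acvr1c of -2.04 and the G protein regulator Rgs4 of -1.97. For the adhesion molecule Clmp it was -1.93, for the sialyltransferase St3gal1 -1.90 and for Tafa1 -1.89. The lower levels of Ankrd34c (5.24 in controls), Gldn (6.16 in controls) and Ogn (5.51 in mutants) lie under the array medians and were not shown to be above background, so the sizes and ranks of these changes are not exact.
Of 20 markers of mature granule cells, 4 were higher and 10 lower (4 and 11 when adjusted over the list alone), among them Trpc6 with -1.64, Calb1 with -0.97 and Dsp with -0.81. With the methods' test after Benjamini-Hochberg adjustment, Calb1 and Dsp did not pass (adjusted p = 0.0528 and 0.0621), nor did Ogn (0.0881) and Acvr1c (0.0503), and no marker of oligodendrocytes or astrocytes did. Of 21 markers of microglia, 3 were lower (also 3 when adjusted over the list alone), with a median change of -0.24 over the list, which was -0.13 without control 3 and -0.0028 against control 1 alone. Of 18 oligodendrocyte markers 2 were lower (4 when adjusted over the list alone), and of 19 astrocyte markers 3 were higher (also 3 when adjusted over the list alone). The count of changed genes was 1931 without control 2, and 1886, 1954 and 1949 without mutants 1, 2 and 3. It fell to 1141 with the methods' test after Benjamini-Hochberg adjustment and to 669 at an unadjusted p under 0.001 with a fold of at least 1.5, and it was 5527 with array weights.

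**Figure D1:**
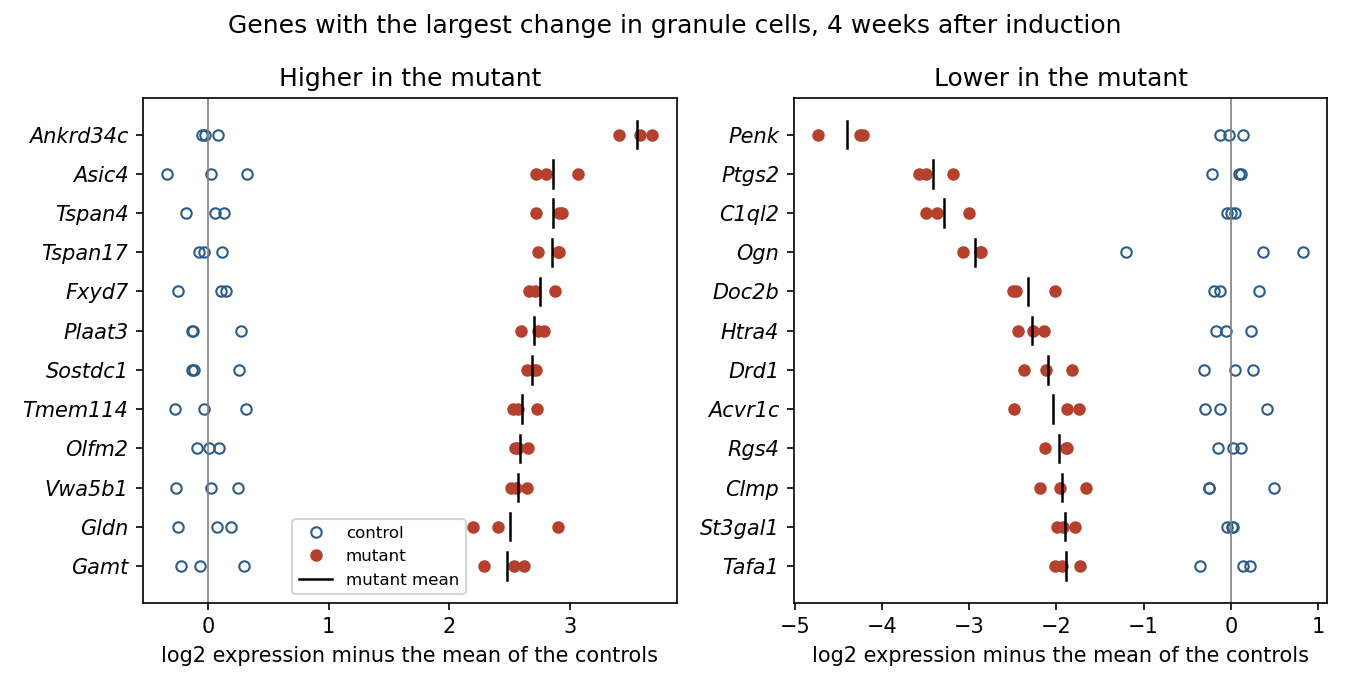
Log2 expression of the 12 genes with the largest increase and the 12 with the largest decrease in mutant granule cells, minus the mean of the controls on the horizontal axis. Open circles are control arrays, filled circles mutant arrays and black lines mutant means (n = 3 per group). The genes were chosen among changed genes whose groups did not overlap, so no mutant array overlaps the controls. The control arrays of Ogn lie farthest apart, with an SD of 1.06.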

The analysis revealed a substantial overrepresentation of the gene ontology annotation “Cyclic nucleotide metabolite process GO:0009187 (*p* = 0.009); Regulation of catalytic activity GO:0050790 (*p* = 0.006); Synaptic transmission GO:0007268 (*p* = 0.006); Intracellular signal transduction GO:0035566 (*p* = 0.008)” but not as an example of “Cell death GO:008219 (*p* = 1)” (Figure 5A) further supporting the role of *Bcl11b/Ctip2* in the regulation of synapse function. 

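Genes of vesicle release, cyclic nucleotide metabolism and intracellular signaling were among the changed genes more often than other genes, with members that rose and members that fell. Of 61 genes of the presynaptic release machinery, 19 were higher, 7 were lower and 35 did not pass the test (23 higher and 8 lower when adjusted over the list alone). This is 2.81 times the share among all genes (adjusted p = 1.98e-06, Fisher's exact test, two-sided, adjusted over 30 lists). Of these 30 lists 15 were overrepresented. Over genes at or above the median level, of which 27.6% changed, the release list had 1.88 times the share (adjusted p = 0.00104, Fisher's exact test). The calcium sensor Doc2a rose by 1.99 on the log2 scale (standard error 0.067, adjusted p = 1.07e-06 from limma). Stxbp6, which binds SNARE proteins, fell by 0.69 and the vesicle protein Sv2c by 1.51. Of 36 glutamate receptor genes and auxiliary subunits, 9 were higher and 6 lower (10 and 8 when adjusted over the list alone), 2.75 times the share among all genes (adjusted p = 3.15e-04, Fisher's exact test). The kainate receptor subunit Grik4 had a log2 change of 0.58, the NMDA receptor subunit Grin3a of 0.79, Grm7 of -0.41 and Cacng5 of -0.72. With the methods' test after adjustment, Grin3a and Cacng5 did not pass (adjusted p = 0.0599 and 0.0532). Over genes at or above the median level, glutamate receptor genes had 1.69 times the share (adjusted p = 0.0560, Fisher's exact test), and at an unadjusted p under 0.001 they gave an adjusted p = 0.0542 (Fisher's exact test), and none of them was among the 264 genes of smallest p. Of 22 genes of GABA receptors, synthesis and transport, 3 were higher and 3 lower, also when adjusted over the list alone, which did not pass the test (adjusted p = 0.218, Fisher's exact test).
Of 44 genes listed under the synthesis and breakdown of cyclic nucleotides, a list that also holds a nitric oxide synthase, 12 were higher and 7 lower (13 and 7 when adjusted over the list alone). This is 2.85 times the share among all genes (adjusted p = 3.91e-05, Fisher's exact test). Over genes at or above the median level it was 2.47 times (adjusted p = 8.84e-04, Fisher's exact test). The guanylyl cyclase subunits Gucy1a1 and Gucy1a2 had log2 changes of 1.14 and 0.55, the nitric oxide synthase Nos1 of 1.24 and the adenylyl cyclase Adcy5 of 0.68. Of 86 kinases, phosphatases and regulators of G protein signaling, 20 were higher and 14 lower (26 and 15 when adjusted over the list alone). This is 2.61 times the share among all genes (adjusted p = 7.74e-07, Fisher's exact test). Over genes at or above the median level it was 1.79 times (adjusted p = 0.00104, Fisher's exact test). Spry1, an inhibitor of growth factor signaling, had a log2 change of 0.88, the cGMP-dependent kinase Prkg1 of 1.08 and Rasal1, which inactivates Ras, of 0.90. Of 51 genes of apoptosis and cell death, 12 were higher, 3 lower and 36 did not pass the test, with the same counts when adjusted over the list alone. This is 1.94 times the share among all genes (adjusted p = 0.0201, Fisher's exact test). Among them were Bok and Bid, BCL2 family members that promote cell death, with log2 changes of 1.90 and 1.32, the p53 relative Trp73 with 1.44 and the death receptor Tnfrsf21 with 0.44. For these genes the adjusted p was 0.177 over genes at or above the median level, 0.209 without control 1 and 0.341 among the 264 genes of smallest p. Among those 264 genes it was 0.740 for cyclic nucleotides. The paper reports overrepresentation of terms of cyclic nucleotides, regulation of catalytic activity, synaptic transmission and intracellular signal transduction, and not of cell death, and takes it as further support for the role of Bcl11b/Ctip2 in the regulation of synapse function.

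**Figure D2:**
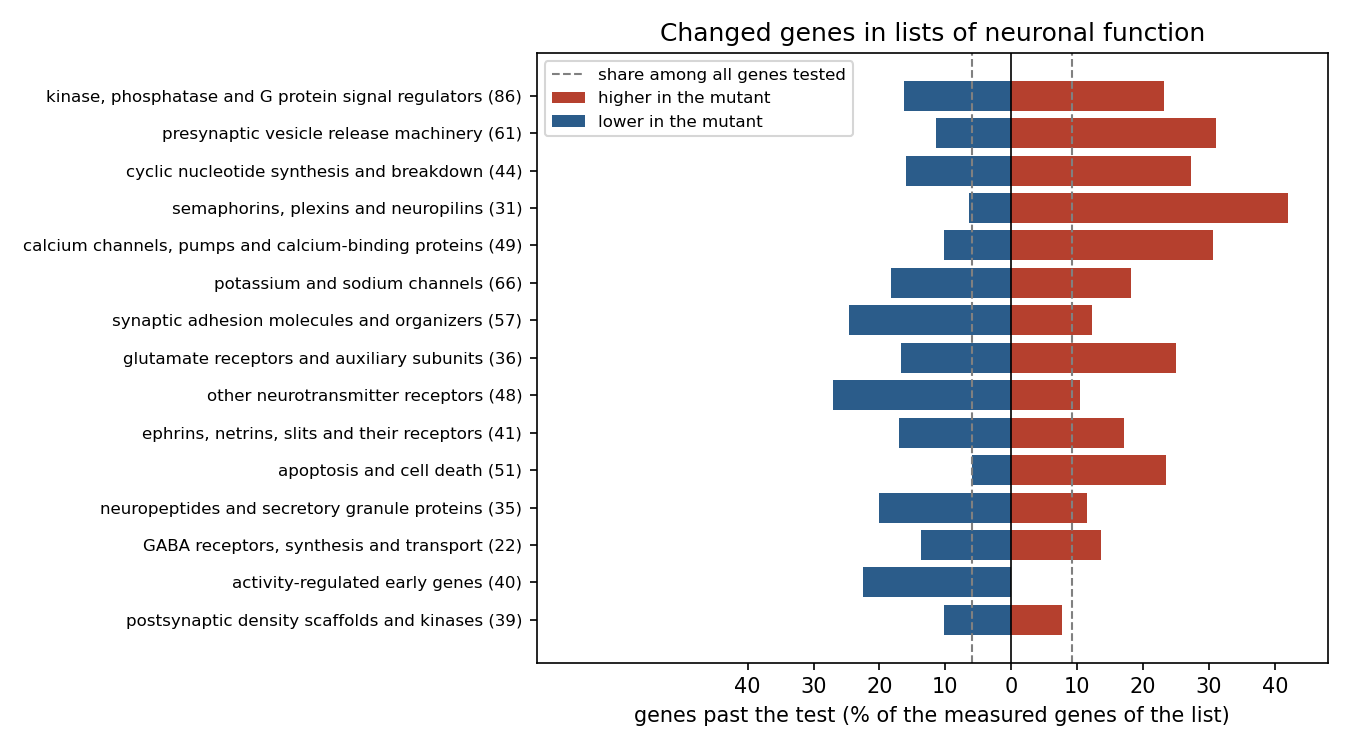
Share of the measured genes of each list of neuronal function that passed the test, in percent on the horizontal axis, with genes higher in the mutant to the right of 0 and lower to the left. The number of genes measured is in brackets, and dashed lines are the shares among all genes tested (9.23% higher, 5.93% lower). Genes of the release machinery, with 19 of 61 higher and 7 lower, exceed both lines.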

Several genes of interest involved in axon guidance, synapse formation and maintenance as well as regulation of synapse transmission were further verified by quantitative RT-PCR at 4 weeks after the induction of the mutation. We confirmed the upregulation of mRNA expression of the axon guidance molecule Sema5B (control: 1 ± 0.4/0.3; mutant: 1.82 ± 0.06/0.06; *p* < 0.05) in the absence of Bcl11b/Ctip2, and the loss of mRNA expression of Tanc1 (control: 1 ± 0.03/0.023; mutant: 0.6 ± 0.3/0.21; *p* < 0.001), Kif17 (control: 1 ± 0.28/0.22; mutant: 0.36 ± 0.13/0.1; *p* < 0.05), C1ql2 (control: 1 ± 0.14/0.12; mutant: 0.1 ± 0.2/0.07; *p* < 0.00), Ptgs2 (control: 1 ± 0.07/0.075; mutant: 0.056 ± 0025/0.05; *p* < 0.001), Pdyn (prodynorphin; control: 1 ± 0.04/0.04; mutant: 0.05 ± 0.03/0.03; *p* < 0.001) as well as Penk (proenkephalin; control: 1 ± 0.06/0.06; mutant: 0.032 ± 0.005/0.006; *p* < 0.001; Figure 5B).

**Figure 5:**
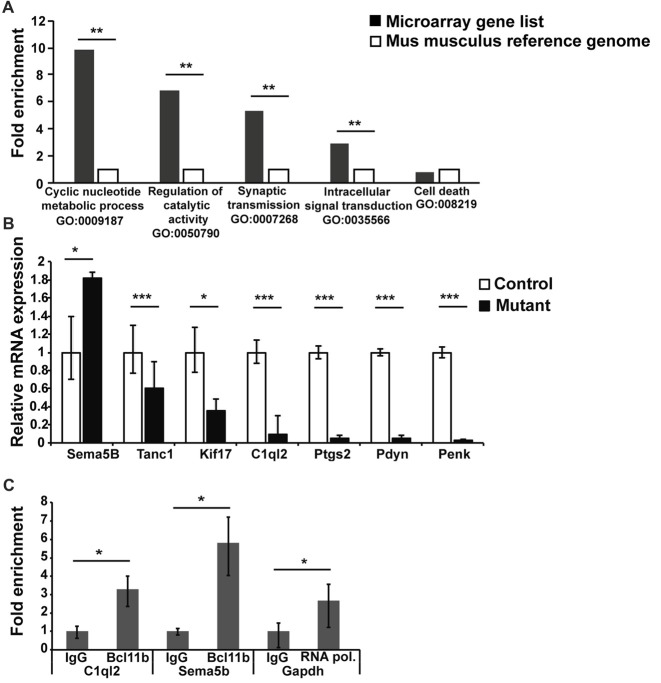
Transcriptome analysis of DG granule cells of adult-induced *Bcl11b/Ctip2* mutants. **(A)** Gene ontology analysis reveals overrepresentation of “Cyclic nucleotide metabolite process GO:0009187; Regulation of catalytic activity GO:0050790; Synaptic transmission GO:0007268; Intracellular signal transduction GO:0035566” but not “Cell death GO:008219” as determined by PANTHER version 10.0. **(B)** Verification of potential *Bcl11b/Ctip2* target genes by qRT-polymerase chain reaction (PCR) at 4 weeks after induction of the mutation (*n* = 4). **(C)** Representative data of 3 independent chromatin immunoprecipitation (ChIP) assays determining the direct interaction of *Bcl11b/Ctip2* with C1ql2 and Sema5B promoter regions, respectively. ChIP assays were performed on hippocampal tissue of 3 months old wild-type animals employing a *Bcl11b/Ctip2*-specific antibody, IgG as a negative control and an RNA polymerase II (RNA pol)-specific antibody as positive control. Direct interaction was determined by qPCR using specific primers for the C1ql2, Sema5b and Gapdh promoters. Error bars, SD; *p < 0.05; **p < 0.01; ***p < 0.001.

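In the arrays, Sema5b (probe set 10435415) was higher in every mutant than in every control, with a log2 level of 7.81 ± 0.37 (SD, n = 3) in controls and 9.67 ± 0.12 (SD, n = 3) in mutants. This is a log2 change of 1.86 (standard error 0.16, adjusted p = 1.26e-04 from limma). C1ql2 (probe set 10349340), a secreted protein of the C1q family, fell from 11.49 ± 0.046 (SD, n = 3) to 8.20 ± 0.26 (SD, n = 3), a log2 change of -3.29 (standard error 0.11, adjusted p = 1.07e-06 from limma). The postsynaptic scaffold protein Tanc1 (probe set 10472240) had a log2 change of -1.13 (standard error 0.11, adjusted p = 2.49e-04 from limma). Kif17 (probe set 10509526), a kinesin that carries receptors in dendrites, had a log2 change of -1.17 (standard error 0.14, adjusted p = 8.61e-04 from limma). Where the methods' test with Benjamini-Hochberg adjustment replaced limma's, Kif17 had an adjusted p = 0.0600. Tanc1 and Kif17 were among 39 genes of postsynaptic scaffolds and kinases, of which 3 were higher, 4 lower and 32 did not pass the test (6 higher and 4 lower when adjusted over the list alone). In this list the scaffold protein Begain had a log2 change of 0.74, Sipa1l2 of -0.51 and the kinase subunit Camk2d of -1.45. The list was not overrepresented (adjusted p = 0.816, Fisher's exact test).

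**Figure D3:**
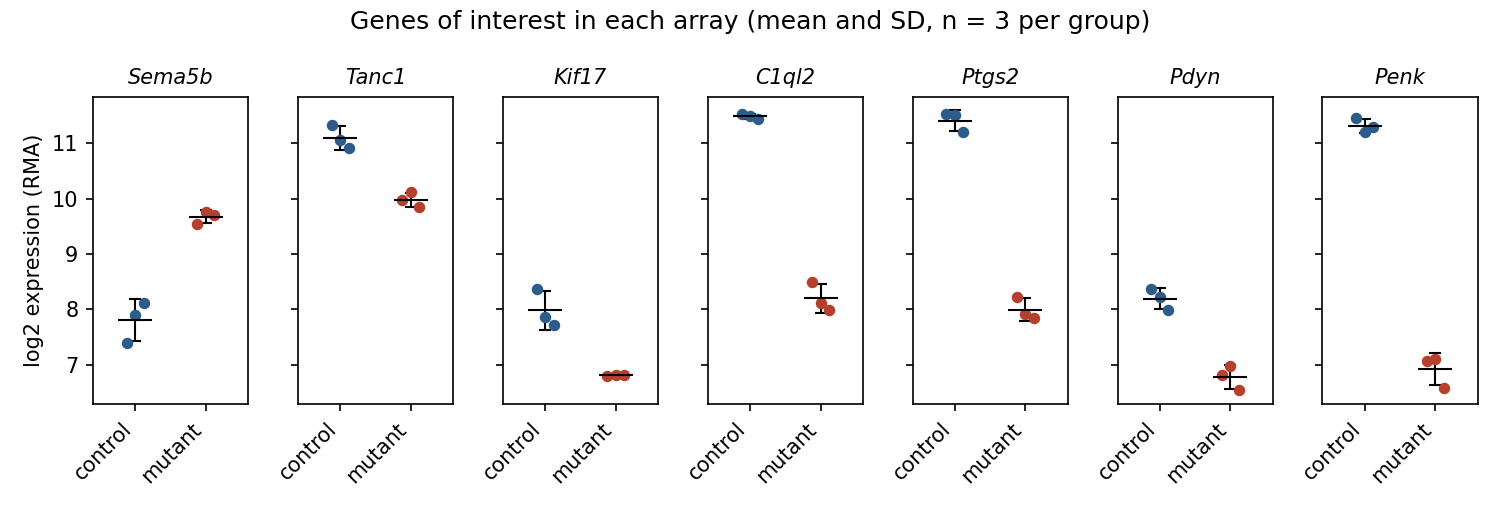
Log2 expression of 7 genes of interest in each array on the vertical axis. Dots are arrays, with controls on the left and mutants on the right of each panel, and lines with bars give the mean and SD (n = 3 per group). In each panel the groups do not overlap, and Sema5b, at 7.81 in controls and 9.67 in mutants, is the one gene of the 7 that is higher in the mutants.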

Besides Sema5B we considered C1ql2, Ptgs2, Pdyn and Penk the most promising Bcl11b/Ctip2 downstream candidate genes. It was shown that Ptgs2 inhibits Vglut expression and Pdyn and Penk are involved in the inhibition of synapse transmission (Jaffe and Gutiérrez, 2007; Llorente et al., 2013). 

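Penk (probe set 10511363), which encodes the precursor of the enkephalins, had the largest decrease of the 19938 genes. Its log2 level was 11.32 ± 0.13 (SD, n = 3) in controls and 6.92 ± 0.29 (SD, n = 3) in mutants, a log2 change of -4.40 (standard error 0.13, adjusted p = 7.10e-07 from limma). Ptgs2 (probe set 10350516), the inducible cyclooxygenase, fell from 11.41 ± 0.18 (SD, n = 3) to 7.99 ± 0.21 (SD, n = 3), a log2 change of -3.42 (standard error 0.12, adjusted p = 1.07e-06 from limma). Pdyn (probe set 10487613), the precursor of the dynorphins, fell from 8.19 ± 0.19 (SD, n = 3) to 6.78 ± 0.22 (SD, n = 3), a log2 change of -1.42 (standard error 0.12, adjusted p = 1.40e-04 from limma). Of 35 neuropeptide and secretory granule genes, 4 were higher and 7 lower (5 and 9 when adjusted over the list alone). This is 2.07 times the share among all genes (adjusted p = 0.0299, Fisher's exact test). The 7 include Penk and Pdyn, which the study chose on these samples, and the list was not tested without them. In this list the granule protein Scg2 had a log2 change of -0.68 and Scg5 of 0.37. Of 40 activity-regulated early genes, to which Ptgs2 belongs, 9 were lower and 31 did not pass the test (1 higher and 9 lower when adjusted over the list alone). None was higher with limma, where 3 were at an unadjusted p under 0.05, and none with the methods' test after adjustment. The transcription factor Fosl2 had a log2 change of -1.24, the synaptic pentraxin Nptx2 of -1.55 and the kinase Plk2 of -0.72. The list was not overrepresented (adjusted p = 0.296, Fisher's exact test), but was at an unadjusted p under 0.001 (0.0341) and without mutant 2 (0.00104). It was lower as a group (adjusted p = 0.00184 from camera with a preset correlation of 0.01), with an adjusted p = 0.747 with an estimated correlation and 0.104 from fry. Its median change was -0.16, and -0.047, -0.056, -0.23 and -0.055 without control 3, mutant 1, mutant 2 and mutant 3. Against controls 1, 2 and 3 alone the median was 0.018, -0.17 and -0.27. Array by array, the relative list median was -0.22, 0.12 and -0.18 in mutants 1, 2 and 3. It was -0.073, 0.098 and 0.19 in controls 1, 2 and 3, so the list was not lower in mutant 2 than in controls 1 and 2.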

Because all three genes are downregulated in the adult-induced Bcl11b/Ctip2 mutant we concluded that they are unlikely directly involved in the Bcl11b/Ctip2 synapse phenotype. Sema5B and C1ql2 on the other hand play critical roles in the regulation of synapse stability and function (O’Connor et al., 2009; Yuzaki, 2010, 2017). Furthermore, the expression of Sema5B and C1ql2 is restricted to dentate granule cells within the hippocampus. Thus, we focused on these two genes for further analysis. To determine whether Bcl11b/Ctip2 directly regulates the expression of Sema5B and C1ql2, we performed ChIP assays on 3 months old wild-type adult hippocampal tissue using a Bcl11b/Ctip2 specific antibody followed by qPCR. Genomic analysis by Ensemble.org of the Sema5B and C1ql2 loci revealed potential promoter sites at −81887 to −81638 and −751 to −604, relative to the respective transcription start site. The C1ql2 promoter region contains two copies of the putative Bcl11b/Ctip2 binding site TGGGC (Cismasiu et al., 2006) which are not present in the Sema5B promoter. qPCR data employing specific primers revealed for C1ql2 a 3.29 (IgG: 1 ± 0.28/0.38; Bcl11b 3.29 ± 0.72/0.93; *p* < 0.05) and for Sema5B a 5.83 (IgG: 1 ± 0.17/0.205; Bcl11b 5.83 ± 1.37/1.79; *p* < 0.05) fold enrichment of Bcl11b/Ctip2 precipitated promoter DNA in comparison to IgG only (Figure 5C) suggesting a direct binding of Bcl11b/Ctip2 to these promoter regions.

## Discussion

Here we report that selective ablation of the transcription factor *Bcl11b/Ctip2* in the adult forebrain leads to impaired DG-CA3 connectivity as demonstrated by a reduction of synapses, reshaping of MFBs and loss of LTP.

Adaptive behavior depends on synaptic plasticity allowing to process information in an experience-dependent way. Changes in synapse plasticity have been reported in a number of neurological disorders like Alzheimer’s, epilepsy and mental retardation (Patrylo et al., 1999; Lanore et al., 2012; Wilke et al., 2014; Martin et al., 2017; Scharkowski et al., 2018). Loss of Bcl11b/Ctip2 in adulthood leads to a reduction of synapses in stratum lucidum of CA3. The analysis of ultrastructural changes of MFBs of the adult-induced *Bcl11b/Ctip2* mutant revealed a significant change of the area/perimeter ratio as well as an overall reshaping of the boutons (Figures 2C,D). Surprisingly, no change in the number of synapses and postsynaptic density (PSD) was observed in single boutons suggesting that the overall reduction of synapses might be due to either a reduced expression of the markers used, Vglut1 and Homer1, or a decrease in the number of MFBs. The latter is supported by a reduced number of ZnT3 labeled MF terminals in *Bcl11b/Ctip2* mutants (Figure 2B). Furthermore, we observed a change in synaptic vesicle distribution in the mutant MFBs of our mouse model which might be due to reduced activity or altered spatial organization of the presynaptic terminals. Ablation of Bcl11b/Ctip2 in adulthood causes a reduction in the number of thorny excrescences, the terminals for MFs in the CA3 where no *Bcl11b/Ctip2* expression occurs (Simon et al., 2016). The morphology and plasticity of thorny excrescences can be altered by a variety of factors. MFBs and thorny excrescences are influencing each other bi-directionally depending on their activity involving, among other factors, presynaptic synaptoporin expression (Lee et al., 2013). Therefore, it is possible that the observed reduction of MF synapses causes the previously observed reduction of thorny excrescences.

We demonstrated that loss of *Bcl11b/Ctip2* expression in adulthood leads to an increase of apoptosis and decrease of differentiation at 2 and 4 months after induction causing a reduced size and cell number of the DG (Simon et al., 2016). No significant change of these parameters was observed at 2 weeks after induction between control and mutant animals (unpublished data). This is in contrast to the observed reduction in the number of synapses occurring already at 2 weeks after the induction of the *Bcl11b/Ctip2* mutation preceding the onset of cell death. Synapse reduction in turn causes a malfunction of neurons leading in due course to acute cell death or increased delayed apoptotic cell loss (Brady and Morfini, 2010), and conversely, synaptic activity can prevent apoptosis by regulating the caspase pathway or members of the Bcl-2 family (Léveillé et al., 2010; Jonas, 2014). Thus, in our mouse model it appears that apoptosis is not the cause but the consequence of impaired synaptic function and integrity. Our data suggest that loss of synapses is the first indicator of changes in DG-CA3 connectivity after ablation of Bcl11b/Ctip2, indicating an important function of this factor in synapse formation and maintenance.

Reduction of the number of synapses causes reduced signal transmission and processing. Adult-induced *Bcl11b/Ctip2* mutants exhibit a loss of LTP but no change in short-term potentiation. Hippocampal LTP is essential for learning and memory (Hagena and Manahan-Vaughan, 2011). Therefore, the observed loss of LTP is most likely the cause of the observed impairment in learning and memory formation in adult-induced *Bcl11b/Ctip2* mutants (Simon et al., 2016). LTP of MFs does not depend on NMDA receptors but is carried out by presynaptic mechanisms like the activation of presynaptic kainate receptors (Contractor et al., 2001; Lauri et al., 2001; Bortolotto et al., 2003). Presynaptic kainate receptors are also involved in short-term potentiation, which is unchanged in our mouse model suggesting that Bcl11b/Ctip2 most likely regulates LTP by different mechanisms. This may include altered regulation of pre-synaptic calcium dynamics which plays an important role in MF LTP (Castillo et al., 1994) and/or the impairment of transcriptional regulation of synaptic plasticity (Alberini, 2009; Kaltschmidt and Kaltschmidt, 2015; Engelmann and Haenold, 2016). Contrary to short-term memory which provides information for a brief time without neuronal changes, long-term memory is expressed by changes in neuronal pathways that allow storage of information (Costa-Mattioli et al., 2009). These changes require *de novo* gene expression in a time dependent manner. The link between synaptic activity and nuclear activity, that allows the conversion from short- to long-term plasticity and memory, involves a number of transcription factors as, for example, CREB and NF-kB. These transcription factors are activated by environmental cues and in turn activate their target genes to facilitate memory storage (Kaltschmidt and Kaltschmidt, 2015). Failing to activate *de novo* gene expression can cause neurological disorders as was shown for the Foxp1 transcription factor. Loss of Foxp1, specifically in pyramidal cells of the neocortex and CA1/2, is sufficient to cause autism spectrum disorder and intellectual disability behavior by impairing hippocampal LTP maintenance (Araujo et al., 2017). A number of neurodegenerative and neurodevelopmental diseases, e.g., Alzheimer’s and autism spectrum disorder, are associated with a decrease in synaptic density suggesting that loss of Bcl11b/Ctip2 could contribute to these neurological disorders. Recently, the first patient with *Bcl11b/Ctip2* mutations was examined revealing an overall developmental delay with speech impairment and intellectual disabilities (Punwani et al., 2016). It remains to be determined which molecular mechanism(s) regulated by *Bcl11b/Ctip2* contribute to these disorders.

The downstream functions of Bcl11b/Ctip2 at the MF synapse are not yet clear. Loss of Bcl11b/Ctip2 leads to both, structural and functional impairments of MF synapses. This raises the question whether dysfunctional synapses are responsible for the ultrastructural changes observed in the *Bcl11b/Ctip2* mutant MFB and/or vice versa. Ultrastructural changes like the reduction of the pool of readily releasable vesicles at the presynaptic terminals, can alter physiological properties of MF synapses (Midorikawa and Sakaba, 2017). On the other hand, it has been well established, especially during development, that synaptic activity affects the structure of synaptic elements and that defective or reduced activity can lead to synapse elimination (Mezey et al., 2004; Piatti et al., 2011; Römer et al., 2011). We have shown that Bcl11b/Ctip2 is required for postnatal development of the DG. Furthermore, we demonstrated that desmoplakin, a direct downstream target gene of Bcl11b/Ctip2 is essential for postnatal neurogenesis but not for learning and memory (Simon et al., 2012). To determine the mechanism(s) by which *Bcl11b/Ctip2* regulates synapse formation and maintenance, we performed a transcriptome analysis revealing the deregulation of genes involved in synaptic transmission and signaling. 

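Receptors for modulatory transmitters were lower more often than higher in mutant granule cells. Of 48 receptors for dopamine, serotonin, noradrenaline, acetylcholine, peptides and ATP, 5 were higher, 13 lower and 30 did not pass the test (6 and 13 when adjusted over the list alone). This is 2.47 times the share of changed genes among all genes (adjusted p = 3.18e-04, Fisher's exact test). The dopamine receptor Drd5 had a log2 change of -1.09 (standard error 0.067, adjusted p = 2.31e-05 from limma), the serotonin receptor Htr4 of -1.11 and the serotonin receptor Htr1a of 1.36. The list was lower as a group (adjusted p = 0.0346 from camera), with an adjusted p = 0.520 with an estimated correlation and 0.0836 without control 3. Of 49 calcium channels, pumps and calcium-binding proteins, 15 were higher and 5 lower (17 and 7 when adjusted over the list alone), 2.69 times the share among all genes (adjusted p = 4.96e-05, Fisher's exact test). The sodium-calcium exchanger Slc8a1 had a log2 change of 1.65, the ryanodine receptor Ryr3 of 0.81 and the calcium sensor Hpcal1 of 1.10 (adjusted p = 0.0578 with the methods' test). Of 66 potassium and sodium channels, 12 were higher and 12 lower (16 and 15 when adjusted over the list alone), 2.40 times the share among all genes (adjusted p = 6.19e-05, Fisher's exact test). The 2-pore channels Kcnk9 and Kcnk4 had log2 changes of 1.21 and 0.85, and the voltage-gated channel subunits Kcng1 and Kcnc4 of -1.57 and -0.87. Over genes at or above the median level the calcium list had 1.69 times the share (adjusted p = 0.0277, Fisher's exact test) and the potassium and sodium channels 1.51 times (adjusted p = 0.0490). Among the 264 genes of smallest p, the calcium list gave an adjusted p = 0.341 (Fisher's exact test).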

Our data demonstrate the direct regulation of Sema5B and C1ql2 expression by Bcl11b/Ctip2 (Figure 5C). Previously it was shown that Sema5B regulates the elimination of hippocampal synaptic connections in cultured neurons (O’Connor et al., 2009). 

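Other genes of the semaphorin system were higher together with Sema5b in the mutant arrays. Of 31 semaphorins, plexins and neuropilins, 13 were higher, 2 were lower and 16 did not pass the test (15 and 2 when adjusted over the list alone). This is 3.19 times the share of changed genes among all genes (adjusted p = 4.96e-05, Fisher's exact test), and 0.211 among the 264 genes of smallest p. The receptor Plxna3 had a log2 change of 1.02 (standard error 0.060, adjusted p = 1.82e-05 from limma), Sema4c of 0.82 and the receptor Nrp1 of 0.53. Sema3f had a log2 change of -0.028 (standard error 0.053, adjusted p = 0.810 from limma), with a 95% interval from -0.15 to 0.094. Its levels, 6.98 in controls and 6.95 in mutants, lie under the filter on dim genes (7.06). They were not shown to be above background, so an unchanged level of Sema3f was not established. The list was higher as a group (adjusted p = 6.29e-05 from camera), with an adjusted p = 0.737 with an estimated correlation. Of 41 ephrins, netrins, slits and their receptors, 7 were higher and 7 lower (8 and 7 when adjusted over the list alone), 2.25 times the share among all genes (adjusted p = 0.00737, Fisher's exact test, and 0.307 among the 264 genes of smallest p). The netrin receptors Neo1 and Dcc had log2 changes of 0.75 and 0.78, Ntng1 of -0.67 and Slit1 of -0.69.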

In our adult-induced mouse model Sema5B expression is upregulated in the *Bcl11b/Ctip2* mutant coinciding with the loss of synapses. Another member of the semaphorin family, Sema3F, is involved in pruning of MF axons during postnatal development of the DG (Bagri et al., 2003). We have shown that depletion of Bcl11b/Ctip2 during postnatal development leads to impaired pruning (Simon et al., 2012). It is possible that Bcl11b/Ctip2 regulates similar mechanisms to eliminate superfluous and/or not functional synapses during postnatal DG development and adulthood by interacting with different members of the Semaphorin family. Recently, members of the C1q complement family were shown to be involved in synapse organization, modulation and maintenance (Yuzaki, 2017). These molecules are highly expressed in the brain, in particular C1ql2 and 3 in DG granule cells. C1qls are presynaptically released into the synaptic cleft between MFs and CA3 pyramidal neurons to determine transsynaptically the position of the postsynaptic kainate receptors (Matsuda et al., 2016; Matsuda, 2017). 

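C1ql3 (probe set 10480139), the other C1q-like gene named for granule cells, had a log2 level of 12.44 ± 0.058 (SD, n = 3) in control and 12.27 ± 0.032 (SD, n = 3) in mutant arrays. Its log2 change was -0.18 (standard error 0.055, adjusted p = 0.0631 from limma), which did not pass the test. It passed with array weights, where the adjusted p was 0.0107, without control 1, where it was 0.0250, and with the mean-variance trend and robust prior, where it was 0.0287. With the methods' test it had an unadjusted p = 0.00979. C1ql2 was 1 of 57 synaptic adhesion molecules and organizers, of which 7 were higher, 14 lower and 36 did not pass the test (12 and 17 when adjusted over the list alone). This is 2.43 times the share of changed genes among all genes (adjusted p = 1.46e-04, Fisher's exact test), and 1.53 times the share over genes at or above the median level (adjusted p = 0.0599, Fisher's exact test). The receptor phosphatase Ptprd had a log2 change of 0.69 and the adhesion molecule Nectin1 of 0.93.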

Among other genes C1ql2 expression is down-regulated in *Bcl11b/Ctip2* adult-induced mutants, and Bcl11b/Ctip2 protein physically binds to C1ql2 promotor sequences strongly suggesting that Bcl11b/Ctip2 acts on MF synapses through transcriptional regulation of C1ql2. Future analysis of Bcl11b/Ctip2 interaction with C1ql2 as well as other potential target genes will contribute to determine the mechanism(s) of Bcl11b/Ctip2 regulation in synapse plasticity.

## Author Contributions

EB, DK, BH, RS, HS, AD and SB designed the experiments. EB, RS, SN, BH, DK and AVE conducted the experiments and analyzed the data. PL, NAJ and NGC provided *Bcl11bflox* mice. RS, EB and SB wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

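Gene expression was measured in the granule cell layer of the DG of 3 control and 3 Bcl11b/Ctip2 mutant samples, taken by laser capture microdissection 4 weeks after induction of the mutation at 2 months of age in the tet-off line, on 1-colour Affymetrix whole-transcript arrays. The deposited values are log2 expression values, which the authors made with RMA in Affymetrix Expression Console, as named in the submitters' processing notes: background correction, quantile normalization between arrays and 1 value per probe set. Versions and settings of these tools, and the genome build behind the probe annotation, are not given in the sources used here, so no coordinates are printed. Every column of the deposited table belongs to 1 of the 6 arrays.

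Of 35556 probe sets, the platform annotation pairs 21789 with 1 gene and 1621 with several, and does not list 12146. Of those with 1 gene, 21698 matched a gene of the GRCm38.p6 RefSeq table by Entrez number, and no symbol changed. For the 999 genes with several probe sets, the probe set with the highest mean over the 6 arrays was used. No filter on level was applied, and 19938 genes were tested. Gapdh and Nfkb1, which the paper also names, were not analysed here.

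Mutant and control arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Shifts of gene lists were tested with camera at a preset correlation of 0.01, and the overrepresentation of lists among changed genes with a two-sided Fisher's exact test against all genes tested, each adjusted over 30 lists. The lists hold genes of neuronal functions, markers of granule cells and of cells next to them, ribosomal proteins and the mitochondrial respiratory chain. They were written from general knowledge and are not the gene ontology terms of the paper. The number of arrays limits the precision of every value, and no array carries a measure of detection, so a gene near the background cannot be told from an absent one.

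The genes named are those the paper names, the 12 with the largest increase and the 12 with the largest decrease among changed genes whose groups did not overlap, without predicted genes, olfactory receptors and small RNAs, and up to 4 members of each list with the smallest p. This rule gave 139 genes, of which 120 changed. Outside it stand Frem3, chosen after its value was seen, and Gpr34 and Ptprc, named for 1 test on microglia markers. The list of genes the paper names was chosen by the study on these samples, so its direction is not independent evidence. Lists that hold Penk, Pdyn, Ptgs2, C1ql2, Sema5b, Tanc1 or Kif17 are in part subject to the same limit, and were not tested without these genes.

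The test was checked on simulated data with the spread of these arrays over 19938 genes. It recovered 40% of 50 genes changed by a fold of 1.25, 80% at 1.5, 96% at 2 and 100% at 4, and called 7 of 19738 unchanged genes. A simulated list shifted by 0.5 on the log2 scale was found, and 0 others. In the real arrays, splits other than mutant against control shifted 4 to 13 lists at the preset correlation. The estimated correlation within a list was as high as 0.61, for ribosomal proteins. The simulated 0 is therefore no measure of false calls of the list test in the real data.

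The deviations of same-numbered arrays from their group means had correlations of 0.16, -0.033 and 0.12, and 4 of 6 arrays correlated best with their own number. No source used here says what a number marks, and 1 of the 3 correlations was not over 0.1, so the arrays were not treated as pairs, which leaves a partial pairing open. Each sample title also carries a further number of unstated meaning, by which control 1 stands next to the mutants and controls 2 and 3 after them. No source gives a batch, so none was tested.

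The alternatives were the methods' test with and without adjustment, a mean-variance trend with a robust prior, array weights, a filter on dim genes at a mean log2 of 7.06, the mean of all probe sets of a gene, every probe set on its own, renewed quantile normalization, centring on array medians, the replicate number as a block, other thresholds, other set tests and leaving out each array in turn. Added after seeing the data were a fold of at least 2 and each control array alone, in turn, against the mutants.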

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

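The genes below were chosen after their values were seen, as the 5 with the smallest p among genes higher in the mutant that the paper does not name. Each was higher in every mutant array than in every control array, with no array overlapping.

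Ankrd34c had a log2 change of 3.56 and Tspan17 of 2.85, and the secreted olfactomedin Olfm2 had one of 2.59. Frem3, which encodes an extracellular matrix protein, went from 5.21 ± 0.077 (SD, n = 3) to 7.61 ± 0.12 (SD, n = 3), a log2 change of 2.40 (standard error 0.074, adjusted p = 7.10e-07 from limma). Bok went from 8.21 ± 0.073 (SD, n = 3) to 10.11 ± 0.042 (SD, n = 3), a log2 change of 1.90 (standard error 0.058, adjusted p = 7.10e-07 from limma). The control levels of Ankrd34c (5.24) and Frem3 lie under the array medians and were not shown to be above background, so the sizes of these changes are not exact. No technical explanation was tested for these single genes.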

How the results depend on the processing

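The fold of at least 2 and each control alone against the mutants were chosen after the data were seen. Against 1 control array the mutants alone supply the spread within groups. No conclusion is drawn from the p-values and counts of those fits. In each fit with 1 value per gene, the changed genes it measured kept their direction, except 1 of 3023 with the mean of all probe sets, and no gene was called in the opposite direction. For every probe set on its own, with 2433 calls, this was not counted. For 3019 of the 3023 genes the groups did not overlap. Leaving out an array or using 1 control array could therefore not turn them, and their kept direction in those fits is no separate test. Over the settings below the causes of the differences were not tested, beyond fewer arrays, stricter thresholds or fewer genes where the setting itself says so.

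Changed, higher and lower genes numbered 4545, 2550 and 1995 with the methods' test at an unadjusted p under 0.05, 1141, 694 and 447 with it after Benjamini-Hochberg, and 5527, 3156 and 2371 with array weights. They numbered 1663, 1078 and 585 at an unadjusted p under 0.001, 669, 447 and 222 with a fold of at least 1.5 added, 731, 469 and 262 at an unadjusted p under 0.05 with that fold, and 235, 155 and 80 at an adjusted p under 0.05 with a fold of at least 2. Leaving out 1 array gave 1886 (without mutant 1) to 4487 (without control 1) changed genes, 1206 (without mutant 3) to 2756 higher and 678 (without mutant 1) to 1731 lower. Control 1 alone gave 1184 higher genes. The replicate block gave 3176 changed genes.

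Shifted lists numbered 8, and 0 with an estimated correlation, and 5 and 13 against controls 1 and 3 alone. The counts 5 and 13 rest on 1 control array each, so they are not comparable with the count from all arrays. Directional fry also gave 8 lists, without early genes, oligodendrocytes, microglia and ribosomal proteins and with neuropeptides, cyclic nucleotides, cell death and mossy cells. With fry (mixed), which counts change in either direction and so no shift, 26 passed. Camera also shifted vesicle release and calcium genes without control 1, calcium genes and mossy cells without mutant 3, astrocytes without control 3 or mutant 1, and neuropeptides over genes at or above the median level. Interneuron markers turned direction against control 2 alone (adjusted p = 0.0268 from camera in limma). With all arrays the interneuron list was not shifted (adjusted p = 0.928 from camera in limma), so it had no established direction to turn. Its median was 0.13 against control 2 alone and -0.12 against control 3 alone. These opposite signs reflect single control arrays, and no conclusion is drawn from them. Overrepresented lists numbered 15, and 7 among the 264 genes of smallest p. There the adjusted p was 1 for glutamate receptors and 1 for the mitochondrial respiratory chain (Fisher's exact test), for which it ran from 2.46e-09 without control 1 to 1 without mutant 1. Microglia markers, not overrepresented, had 0.00154 without control 1 and up to 1 without other arrays. Of 139 named genes, 120 changed, and 83 with the methods' test after adjustment, and 110 to 125 when 1 array was left out. Foxp1, not past the test, had a log2 change of -0.34 against control 1 alone. Values near background limit dim genes, and 2749 genes changed among the 9969 at or above the median level, a share of 27.6% against 15.2% of all genes.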

Differences from the paper's values

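The fold of at least 2 was chosen after the values were seen. All other alternatives named here were set before the data were examined.

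The paper reports 264 deregulated genes, and 3023 passed the test here. The paper's text states no threshold. All alternatives set before the data were examined differ from the paper's count by over 1.5 times, the nearest being 669 at an unadjusted p under 0.001 with a fold of at least 1.5. An adjusted p under 0.05 with a fold of at least 2 gave 235, a setting chosen after seeing the counts at several thresholds, and it drops 0 of the paper's 8 genes.

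The paper's ratios of mutant to control mRNA are from qRT-PCR with SD, not from arrays, and the ones of the arrays are on the RMA scale. The paper's methods limit the tet-off line of the arrays to the transcriptome and Fig. 2A, and the legend of Fig. 5B names no line, so its ratios for Sema5b, Pdyn and the other genes appear to be from the tamoxifen-induced line, which the paper calls equivalent. For Bcl11b the paper's ratio is 0.015, from the tamoxifen-induced line (Fig. 1G), and the array ratio was 0.335. For Sema5b the paper's ratio is 1.82 and the array ratio was 3.64. For Pdyn the paper's ratio is 0.05 and the array ratio was 0.375. No alternative set before the data were examined brought any of these 3 within the paper's value. The ratios of Tanc1, Kif17, C1ql2, Ptgs2 and Penk did not differ from the paper's by both over 1.5 times and the larger error. The exception was Penk with array weights, with centring on array medians, and without control 1 or mutant 3. In this order the array ratios were 0.458, 0.443, 0.102, 0.0936 and 0.0474. The paper's were 0.6, 0.36, 0.1, 0.056 and 0.032. The paper's errors for Tanc1 (0.3), C1ql2 (0.2) and Ptgs2 (0.05) are large beside these ratios, so the rule could hardly find a difference there.

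The paper states that cell death is not overrepresented among its deregulated genes. The list of apoptosis and cell death genes used here, which is not the paper's term, was overrepresented among changed genes (adjusted p = 0.0201, Fisher's exact test). It did not pass among the 264 genes of smallest p (0.341), over genes at or above the median level (0.177) and without control 1 (0.209). The lists of cyclic nucleotides, signal regulators and vesicle release, nearest to 3 of the paper's terms, were overrepresented among changed genes. Among the 264 genes of smallest p the adjusted p was 0.740 for cyclic nucleotides, 0.00988 for signal regulators and 0.0489 for vesicle release (Fisher's exact test). No list stands for regulation of catalytic activity.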

Other observations

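Of the tests below, the counts of shifted lists and of lists overrepresented among the 264 genes of smallest p over other splits were written down before the results of the other splits were seen, and all others on splits, single control arrays, level and length, and the share of microglia were chosen after. The test on the share of microglia and its bound were also changed once its first result was known; the first bound, at least 2 intervals that exclude the median, is met by the count given below.

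Markers that set granule cells apart from other neurons moved both ways. Markers of mature granule cells were overrepresented among changed genes (4.62 times the share among all genes, adjusted p = 7.74e-07, Fisher's exact test, and 2.54 times over genes at or above the median level), with Tdo2 at a log2 change of 1.13. They were lower as a group (adjusted p = 0.00784 from camera in limma), with an adjusted p = 0.520 with an estimated correlation. Of 17 CA2 and CA3 pyramidal cell markers, 5 were higher and 6 lower (5 and 7 when adjusted over the list alone), 4.27 times the share among all genes (adjusted p = 2.92e-05, Fisher's exact test, and 0.406 among the 264 genes of smallest p). Plagl1 had a log2 change of 0.71 and Nnat of 1.26, and Bok and Grik4 are also in this list. Of 12 CA1 markers, 2 were higher, among them Wfs1 with 0.40, and 2 lower, among them Fibcd1 with -0.94 (3 and 2 when adjusted over the list alone), which was not overrepresented (adjusted p = 0.168, Fisher's exact test) but was without mutant 3 (0.0445). Of 25 markers of immature neurons and progenitors, 5 were higher (also 5 when adjusted over the list alone), among them the cyclin Ccnd2 with 1.56, doublecortin (Dcx) with 1.07, Stmn1 with 0.44 and Neurod1 with 0.34. This list was not overrepresented (adjusted p = 0.747, Fisher's exact test), and its median change was -0.010. Of 12 mossy cell and hilar markers, 4 were higher (also 4 when adjusted over the list alone), among them Glp1r with 1.13 and Ociad2 with 0.54. The control level of Glp1r (6.00) lies under the array medians and was not shown to be above background, so its change is not exact. The mossy cell and hilar list was not overrepresented (adjusted p = 0.168, Fisher's exact test). With the methods' test after adjustment 0 of these 12 passed, with an adjusted p = 0.0531 for Glp1r and 0.137 for Ociad2, and Nnat (0.0614), Wfs1 (0.0800) and Dcx (0.0651) did not pass either.

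Further genes that the paper names were also compared. The vesicular zinc transporter Slc30a3 had a log2 change of 0.24 (standard error 0.052, adjusted p = 0.0154 from limma). Synpr had one of 0.30 (adjusted p = 0.0403 from limma, and 0.188 where the methods' test with adjustment replaced it). The glutamate transporter Slc17a7 had one of -0.040 (adjusted p = 0.688 from limma). Homer1, which the paper uses as a postsynaptic marker, had one of -0.11 (adjusted p = 0.625 from limma). The transcription factors Creb1 and Foxp1 had log2 changes of 0.038 and 0.024 (adjusted p = 0.708 and 0.941 from limma). None of these 4 passed the test. Without control 1 both Homer1, at -0.26, and Foxp1, at 0.21, passed, with an adjusted p of 0.0268 and 0.0330 from limma. Slc30a3 did not pass without control 2 (adjusted p = 0.0592 from limma) and without mutant 3 (0.0725), and Synpr not without control 2 (0.0637) and without mutants 1, 2 and 3 (0.114, 0.0650 and 0.151). Of the 17 measured genes the paper names, 3 were higher and 8 lower (3 and 9 when adjusted over the list alone), a list the study chose on these samples and so no independent evidence.

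Of 21 interneuron markers, 1 was higher (Cck, 1.56) and 2 were lower (Npy, -0.58, and Gad1, -0.27), with the same counts when adjusted over the list alone. Of 21 endothelial and mural markers, 2 were higher (Pdgfrb, 0.40, and Flt1, 0.44), and of 15 meningeal and choroid plexus markers 1 was higher and 3 lower, among them Lum with -1.10, both the same when adjusted over the list alone. None of 11 oligodendrocyte precursor markers, 2 red blood cell genes (Alas2 and Slc4a1) and 4 sex-linked genes changed with limma, also when adjusted over the list alone. At an unadjusted p under 0.05, 0, 0 and 1 of them passed, and with the methods' test after adjustment 0 in each. Haemoglobin genes were not analysed here. Oligodendrocyte markers, with Ermn at -1.71, were lower as a group (adjusted p = 0.0200 from camera in limma), with an adjusted p = 0.737 with an estimated correlation, 0.104 from fry, 0.0579 over genes at or above the median level and 0.0633 without mutant 1. Astrocyte markers included Gfap with 0.54 and Slc1a2 with 0.32. With the methods' test after adjustment Cck (0.137), Npy (0.136), Gad1 (0.0919), Flt1 (0.216), Lum (0.129), Ermn (0.114), Gfap (0.147) and Slc1a2 (0.0659) did not pass. When 1 array was left out, Npy did not pass without mutant 1, Gad1 without control 3 and mutants 1 and 3, Flt1 without control 3 and mutants 2 and 3, and Gfap without control 2. Median and mean changes differ in sign for the lists of glutamate receptors, postsynaptic scaffolds, ephrins and netrins, potassium and sodium channels, immature neurons, CA2 and CA3, and meninges, and for interneurons the test differs in sign from both.

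The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 3023 changed genes and the highest other split 0, so 1 of 10 splits gave as many. At an unadjusted p under 0.05 the real split gave 5419 and the highest other 1187. Lists overrepresented among the 264 genes of smallest p of each split numbered 7 in the real split and up to 2 in the others, and 1 of 10 splits gave as many. This replaced a count over changed genes (15 lists in the real split), which the other splits, with 0 changed genes, could not test. Shifted lists numbered 8 in the real split and up to 13 in the others, and 5 of 10 splits, the real one included, gave as many.

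Nuclear genes of the mitochondrial respiratory chain were lower in mutants, 27 of 65 (37 when adjusted over the list alone), among them Ndufa1 with -0.43, Ndufs6 with -0.51, Uqcr10 with -0.47 and Cox6c with -0.31. None was higher with limma, also at an unadjusted p under 0.05, or with the methods' test, where 6 were lower after adjustment, without Ndufs6 (0.0854) and Uqcr10 (0.0855). As a group they gave an adjusted p = 4.57e-13 from camera in limma, with an adjusted p = 0.737 with an estimated correlation, and a median of -0.20, and their overrepresentation (adjusted p = 1.98e-06, Fisher's exact test) was lost without control 2 (0.752), control 3 (0.154), mutant 1 (1) and mutant 2 (0.416), among the 264 genes of smallest p (1) and at an unadjusted p under 0.001 (0.646). A single control array as the whole cause is argued against by the median nearest 0 when each control was left out, -0.16. Against controls 1, 2 and 3 alone it was -0.11, -0.23 and -0.25. The 10000 random lists matched on level and gene length had a median of -0.024 (95% interval from -0.070 to 0.024), against -0.20 here. This argues against level and gene length, as matched, as the whole cause. The genes of this list move together (estimated correlation 0.47), which random lists do not copy. The percentile of 0 among them is therefore no exact probability. Why these genes were lower, RNA quality and an order of handling included, stays open, since no measure of the first was at hand and the title numbers, by which control 1 stands next to the mutants, are not explained, and a biological cause was not tested beyond the comparison of mutant with control.

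Ribosomal protein genes had 8 of 51 lower and 1 higher (16 and 1 when adjusted over the list alone, and 0 lower and 1 higher with the methods' test after adjustment), with Rps20 at -0.36 (0.0741 with that test) and Rpl22 at 0.27, and a median of -0.20. They gave an adjusted p = 9.41e-09 from camera in limma, with an adjusted p = 0.744 with an estimated correlation and 0.104 from fry, and were not overrepresented (adjusted p = 0.747, Fisher's exact test) except without control 1 (1.21e-08). Random lists matched on level and gene length had a median of -0.058 (95% interval from -0.12 to -0.0018), against -0.20 here. This argues against level and gene length, as matched, as the whole cause. The genes of this list move together (estimated correlation 0.61), which random lists do not copy. The percentile of 0 among them is therefore no exact probability. A single control array stays open: the median nearest 0 was -0.13, without control 3, and against controls 1, 2 and 3 alone it was -0.066, -0.20 and -0.33, so an order of handling by the title numbers stays open too.

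Microglia markers, with Cd68 at -1.04, Ly86 at -0.81 and Tmem119 at -0.32, gave an adjusted p = 6.54e-05 from camera in limma, with an adjusted p = 0.737 with an estimated correlation and 0.123 from fry. None was higher with limma, also at an unadjusted p under 0.05, or with the methods' test, where 2 were lower after adjustment, without Ly86 (0.212) and Tmem119 (0.0703), and Ly86 did not pass without mutant 1, 2 or 3 either (0.0736, 0.0868 and 0.0976 from limma). A single control array stays open, since the median nearest 0 was -0.13, without control 3, and -0.0028, -0.26 and -0.44 against controls 1, 2 and 3 alone, as does an order of handling by the title numbers. For a lower share of microglia in the captured tissue, 4 of 21 markers had a 95% interval that excludes the list median of -0.24, with Cd68 and Ly86 below it and Gpr34 and Ptprc above, so the markers did not fall alike, and 0 had an interval above 0. A lower share and a change within microglia cannot be told apart here, since background signal, for which no measure was at hand, can flatten the change of some markers more than of others.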
